A study of Mus musculus with 4 samples.

How the data were processed

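Single-cell RNA sequencing on the 10x Genomics platform was carried out on cells of the mouse submandibular gland, a major salivary gland, from female C57BL6/J mice. Per the labels' protocols, glands were dissociated enzymatically, epithelial cells (EpCAM) and red blood cells (Ter119) were removed with magnetic beads in repeated rounds, and dead cells were then depleted. The resulting suspension is enriched for stroma, the connective tissue, vessel, nerve and immune cells between the secretory epithelium. In 2 libraries the main ducts had been closed with a metal clip for 14 days and released for 5 days (deligated, age 14 weeks). The other 2 libraries came from glands without surgery (homeostatic, age 12 weeks). Age differed between the groups along with the surgery. The text of the extraction protocol ends before the library steps, and it states that 2 glands were harvested without saying how many animals gave each library. The protocols name sublingual glands beside the submandibular glands, whereas the titles and tissue labels name the submandibular gland alone, so it is not clear whether cells of the sublingual gland are included.

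The deposited matrices hold raw UMI counts (unique molecular identifiers, an estimate of captured RNA molecules) per gene and cell barcode, per the file headers made by Cell Ranger 6.0.1 for the deligated libraries and by Cell Ranger 7.0.0 for the homeostatic libraries. The headers do not state whether reads in introns were counted, nor the genome build, the annotation release or whether counting used strand. Software version and group cannot be told apart, because each version holds libraries of 1 group. Barcodes had been filtered before deposit, and the lowest UMI count of a barcode was between 500 and 503 in the 4 libraries. All matrices listed 31053 genes. Of their gene identifiers, 31011 (99.9%) matched GENCODE M21 on the mouse genome GRCm38, from which coordinates and intron lengths were taken. Total intron length is a gene's span minus the union of its annotated exons. None of the named genes overlapped another listed gene on the same strand.

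Cells were retained with at least 300 detected genes and at most 10% of UMIs from mitochondrial genes. Doublets were scored in each library by comparing cells with simulated doublets in a nearest-neighbour graph, after the Scrublet method, and the highest-scoring cells were removed at 0.8% per 1000 cells. Counts were scaled to 10000 per cell and log-transformed, 3000 variable genes and 30 principal components were taken, and a graph of 20 nearest neighbours was clustered with the Leiden method at resolution 1.0. All libraries were clustered together without batch correction. A cluster was named from a fixed marker list when at least 3 markers of a class were detected in at least 10% of its cells at 2.0-fold or more over all other cells. It stayed unnamed when another class had as many markers, when its 10 leading genes held more markers of another class, when its UMI counts were low and no marker of the class led it, or when no marker of the class led it and another class also had at least 3 markers, higher on average than in other cells. Lymphatic endothelial markers did not count against the endothelial class under the first and last of these rules. The markers were fixed in advance, whereas these scoring details were set with the clusters in view, so the shares of unnamed clusters are given per group. Classes are called by resemblance (fibroblast-like and so on). Several clusters within a class were made almost wholly of cells of 1 group, so that classes and not clusters were compared.

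UMI counts were summed per class and library, and each class with at least 100 cells in every library was tested with edgeR (quasi-likelihood, TMM scaling, filterByExpr), deligated against homeostatic, with Benjamini-Hochberg adjustment over the genes of the class and a threshold of 0.05. The library was the replicate, with 2 per group. An exact permutation test of 2 against 2 libraries cannot give a two-sided p below 0.333 and was not used. Shares of cells per class were tested with the same edgeR model on cell counts, adjusted over 10 classes. Intervals on shares of single libraries are exact Clopper-Pearson intervals at 95% and cover counting error only. Cycling cells were those with at least 2 UMIs over a cell cycle list after thinning every cell to 1000 UMIs.

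Of 8 gene lists, those for extracellular matrix and fibrosis, fibroblast growth factors and niche signals, and endothelial activation and sprouting were tested in the class they concern. The lists for interferon response, cell cycle, immediate early and dissociation genes, and salivary secretory products were tested in every class. The list for macrophage repair and lipid handling was not run, because 1 deligated library held 51 macrophage-like cells. Lists were tested with camera at an inter-gene correlation of 0.01, adjusted within each of these 2 families, with fry and with an estimated correlation beside it. The macrophage list had been meant for the first family, which therefore held 3 tests.

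Genes named in the text followed a fixed rule. In the 3 tested classes with the most cells these were the 3 largest changes of each sign, and in the other tested classes the 1 largest, among genes past the threshold with a mean of at least 20 CPM (counts scaled to the class sum of their library), with both libraries of one group above both of the other. Cell type markers, secretory list members, haemoglobin and immunoglobulin genes, unnamed loci, and genes over 10 times higher in another class were left out. At most 5 members past the threshold were named per list of the first family, by smallest p. CPM values are scaled with TMM. Where a group held no UMI of a gene, the fold was computed against 3 counts, and where it held 1 to 3, the ratio is given with its exact counting interval.

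Groups, tests, lists, markers, the named-gene rule and a set of alternatives were fixed before the data were examined. The alternatives were stricter and looser cell filters, no doublet removal, Leiden resolutions of 0.5 and 2.0, other denominators and TMM scaling of the shares, DESeq2 size factors, the DESeq2 Wald test, other filters on low counts, sums thinned to equal depth, leaving out genes prone to free RNA, the replicate number as a block, and leaving out each library in turn. Removal of the trend of fold change on intron length (lowess, span 0.3, as an offset), a refit of genes with at most 2 kb of intron, a sum of the homeostatic libraries and a crossed pairing were added after the data were seen. The edgeR step was tested on simulated counts in which 200 genes were changed. It recovered 84.0% of these in endothelial-like, 86.5% in NK/innate lymphoid-like, 55.0% in T cell-like, 76.0% in fibroblast-like and 68.5% in mural-like sums. Between 2.89% and 6.99% of its calls were false. The simulation used the dispersions fitted to these libraries, drew rises and falls alike and held no intron-length trend. It also changed fewer genes than were called in any class, so it does not give the share of false calls in the data.

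The homeostatic libraries were kept as 2 samples. They were compared with 20 shuffles of cells between them by a chi-square statistic over genes, described in the closing part. They differed by more than every shuffle in 3 of the 5 tested classes. That cannot settle whether they are independent samples, because shuffles of cells leave out differences between loadings. Tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, scikit-learn 1.9.0, leidenalg 0.10.2, igraph 0.11.9 and scipy 1.17.1.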

Results

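The data describe 4 single-cell libraries of stroma-enriched mouse submandibular gland, 2 deligated and 2 homeostatic. The deligated libraries held 4725 and 8713 barcodes with 35662241 and 53898793 UMIs, and the homeostatic libraries 12854 and 13266 barcodes with 53633980 and 52379402 UMIs. Median UMIs per barcode were 6075 and 5278 in the deligated libraries against 2912.5 and 2765.5 in the homeostatic libraries. Barcodes under 1000 UMIs made up 2.31% and 3.17% of the deligated and 23.6% and 24.9% of the homeostatic libraries. The filters retained 92.1% and 89.5% of deligated barcodes and 81.8% and 81.3% of homeostatic barcodes, 33445 cells in all. The retained share moved most under the stricter cell filter, to 61.9% and 60.1% in the homeostatic libraries.

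The labels give all mice as female. Xist, transcribed from the X chromosome in female cells, had 26231 and 47903 UMIs in the deligated and 25115 and 23433 UMIs in the homeostatic libraries. Of the Y-linked genes, Ddx3y had 4 and 7 UMIs in the homeostatic and 0 in both deligated libraries, Kdm5d had 2 UMIs in 1 deligated library, Uty had at most 1 UMI in any library, and Eif2s3y had none.

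The 33445 cells fell into 37 clusters, of which 31 were named and 6 stayed unnamed. The first question the design poses is which cells make up the stroma 5 days after release of the ducts, compared with the untouched gland. Endothelial-like cells were the most frequent named class in both groups, with 41.8% ± 2.70 (SD, n = 2) of deligated and 33.1% ± 0.594 (SD, n = 2) of homeostatic cells, a difference that did not pass the threshold (edgeR, log2 ratio 0.33, SE 0.18, adjusted p 0.112). Its direction depended on the denominator: without epithelial-like, erythroid and unnamed cells the shares were 43.2% and 58.4%, lower in the deligated libraries (log2 ratio -0.44, edgeR adjusted p 0.0387, range over the alternatives 0.0387 to 0.705).

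**Figure D1:**
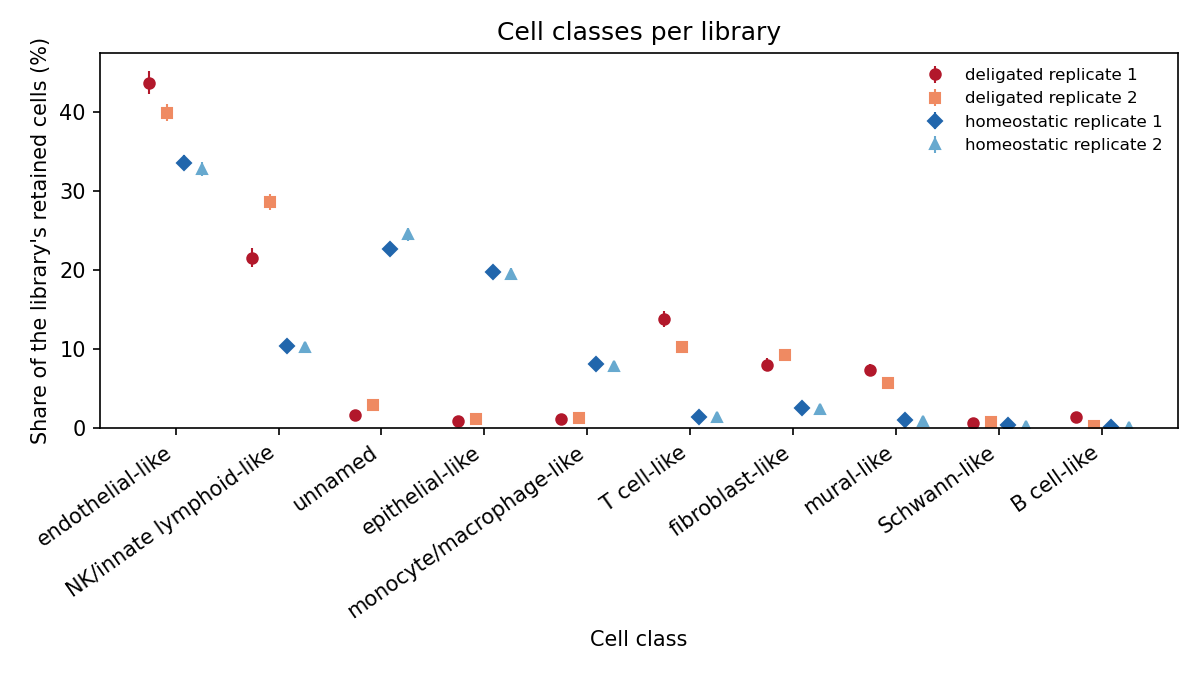
Share of each library's retained cells (vertical axis, percent) in each cell class (horizontal axis), 1 point per library with its exact 95% binomial interval, which covers counting error only. Epithelial-like cells lie at 0.851% and 1.15% in the deligated libraries and at 19.7% and 19.5% in the homeostatic libraries, while T cell-like, fibroblast-like and mural-like cells lie higher in both deligated libraries.

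Epithelial-like cells, the target of the bead depletion, made up 1.00% ± 0.214 (SD, n = 2) of deligated and 19.6% ± 0.114 (SD, n = 2) of homeostatic cells (edgeR, log2 ratio -4.27, SE 0.24, adjusted p 1.24e-06). Macrophage-like cells fell from 7.95% ± 0.239 to 1.23% ± 0.0774 (SD, n = 2 each; edgeR, log2 ratio -2.69, SE 0.20, adjusted p 3.71e-06). T cell-like cells were at 12.0% ± 2.49 against 1.41% ± 0.0073 (SD, n = 2 each; edgeR, log2 ratio 3.09, SE 0.23, adjusted p 3.71e-06). Mural-like cells, which surround vessels, were at 6.55% ± 1.12 against 0.992% ± 0.0912 (SD, n = 2 each; edgeR, log2 ratio 2.72, SE 0.22, adjusted p 5.77e-06). Fibroblast-like cells were at 8.61% ± 0.895 against 2.50% ± 0.126 (SD, n = 2 each; edgeR, log2 ratio 1.79, SE 0.19, adjusted p 3.19e-05). Without epithelial-like, erythroid and unnamed cells in the denominator the log2 ratios were smaller, at 2.32 in T cell-like, 1.95 in mural-like and 1.02 in fibroblast-like cells. All 3 still passed the threshold. The macrophage-like ratio was larger in size with it, at -3.46.

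NK/innate lymphoid-like cells made up 25.0% ± 4.97 of deligated and 10.3% ± 0.103 of homeostatic cells (SD, n = 2 each; edgeR, log2 ratio 1.28, SE 0.21, adjusted p 0.000423). With the smaller denominator this class no longer passed the threshold (log2 ratio 0.52, edgeR adjusted p 0.0688, range over the alternatives 0.000162 to 0.0688). Schwann-like cells were at 0.706% ± 0.0887 against 0.324% ± 0.0392 (SD, n = 2 each; edgeR, log2 ratio 1.13, SE 0.23, adjusted p 0.00177), and this call was lost under 4 alternatives. B cell-like cells were at 0.80% ± 0.787 against 0.174% ± 0.0098 and did not differ beyond the replicate spread (SD, n = 2 each; edgeR, log2 ratio 2.10, SE 1.14, adjusted p 0.179). All 4 libraries had the direction of the group mean in each class past the threshold, with both deligated libraries on one side of both homeostatic libraries.

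Unnamed cells made up 2.28% ± 0.853 of deligated and 23.6% ± 1.31 of homeostatic cells (SD, n = 2 each; edgeR, log2 ratio -3.36, SE 0.29, adjusted p 2.88e-05). The largest unnamed cluster, led by Cox8b and Fxyd2 with a median of 716 UMIs per cell, held 0.571% of deligated and 15.6% of homeostatic cells. It had 3 epithelial markers (Krt8, Krt18 and Krt7). It stayed unnamed because its UMI counts were low and no epithelial marker led it, a rule set with the clusters in view. The homeostatic epithelial-like share therefore depends on that rule. A cluster led by Grik1 and Rbp7 with a median of 801.5 UMIs held 0.0601% and 4.39%. Haemoglobin genes led a cluster with 0.966% and 1.24% and another with 0.0986% and 1.33%, cell cycle genes led one with 0.549% and 0.859%, and the smallest, led by Sostdc1, held 0.0371% and 0.162%.

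Of the named classes, 5 had enough cells in every library for a test of expression. Their sums over a library ranged from 14572133 to 17000908 UMIs in endothelial-like, 5960860 to 13523568 in NK/innate lymphoid-like, 870980 to 4320568 in T cell-like, 1688969 to 6443928 in fibroblast-like and 568053 to 2488684 in mural-like cells. The class markers Pdgfra and Pecam1 did not differ between groups in the main fit. Pdgfra (ENSMUSG00000029231, chromosome 5, 75152292 to 75198215) was at 1263 ± 213 CPM in deligated and 1317 ± 84.9 CPM in homeostatic fibroblast-like cells (SD, n = 2 each; log2 fold change -0.06, SE 0.13, edgeR adjusted p 0.776). Pecam1 (ENSMUSG00000020717, chromosome 11, 106654217 to 106750628) was at 1580 ± 29.0 and 1650 ± 9.19 CPM in endothelial-like cells (SD, n = 2 each; log2 fold change -0.06, SE 0.08, edgeR adjusted p 0.606). With the intron-length trend removed Pecam1 was higher in deligated cells (log2 fold change 0.29, edgeR adjusted p 0.0497, range over the alternatives 0.0497 to 0.756).

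The groups differed in how UMIs were spread over genes by intron length, along the same line as the software version. Genes with over 100 kb of intron took 10.2% and 9.92% of UMIs in deligated and 15.8% and 15.8% in homeostatic endothelial-like cells. In NK/innate lymphoid-like cells they took 4.33% and 4.34% against 10.8% and 10.5%. Across genes, which are not independent replicates, Spearman's rho between log2 fold change and total intron length was -0.51 in endothelial-like, -0.67 in NK/innate lymphoid-like, -0.63 in T cell-like, -0.60 in fibroblast-like and -0.47 in mural-like cells. Between the libraries of 1 group the same coefficient lay between -0.16 and 0.29. Group and software version cannot be told apart here, so fold changes of genes with much intron carry both.

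**Figure D2:**
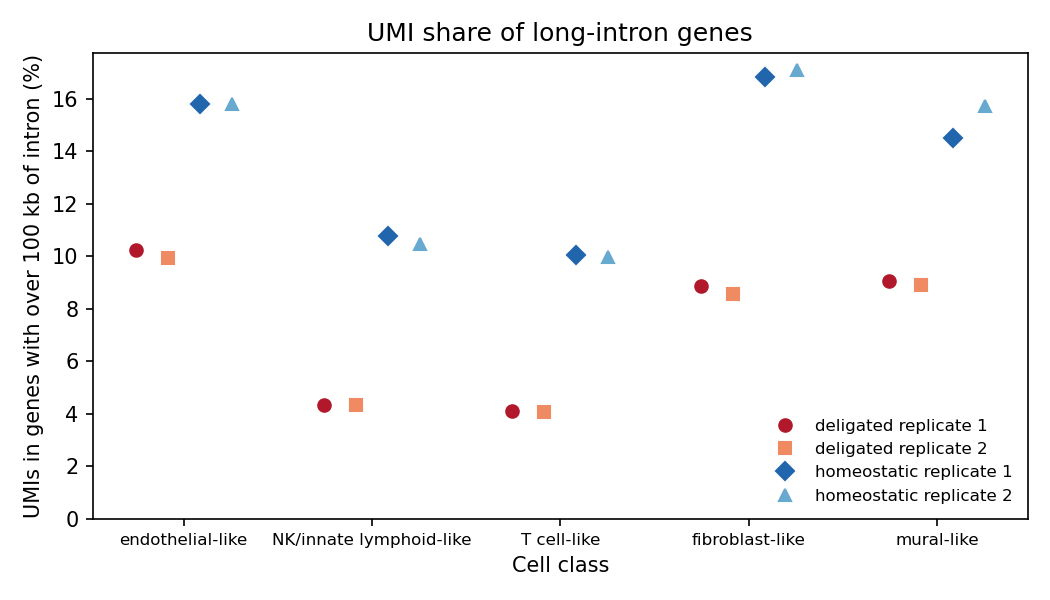
Share of UMIs in genes with over 100 kb of intron (vertical axis, percent) in each tested cell class (horizontal axis), 1 point per library. In every tested class both homeostatic libraries lie above both deligated libraries, with 16.8% and 17.1% against 8.87% and 8.57% in fibroblast-like cells.

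With edgeR and Benjamini-Hochberg adjustment, 4557 of 13260 genes differed between groups in endothelial-like cells, 1678 higher and 2879 lower in the deligated libraries. In NK/innate lymphoid-like cells 5215 of 11728 genes differed (2040 higher, 3175 lower), in T cell-like cells 1905 of 9655 (497 higher, 1408 lower), in fibroblast-like cells 3143 of 11438 (1049 higher, 2094 lower) and in mural-like cells 894 of 9807 (179 higher, 715 lower). Genes with over 100 kb of intron were called in 67.8% of cases in endothelial-like and 40.6% in mural-like cells, against 25.3% and 5.98% of genes with at most 2 kb. Removal of the intron-length trend, chosen after the data were seen, left 3668, 3552, 875, 2013 and 509 calls in the same order of classes. The share of calls that were higher rose with it from 36.8% to 41.0%, 39.1% to 43.1%, 26.1% to 39.9%, 33.4% to 47.3% and 20.0% to 41.7%. DESeq2 size factors in place of TMM changed the median log2 fold change over all tested genes by under 0.1 in each class.

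Among the leading genes of endothelial-like cells, Dbp (ENSMUSG00000059824, chromosome 7, 45705088 to 45710203) was at 78.4 ± 8.80 CPM against 12.4 ± 0.530 CPM (SD, n = 2 each; log2 fold change 2.66, SE 0.12, edgeR adjusted p 4.49e-05). Nr1d1 (ENSMUSG00000020889, chromosome 11, 98767932 to 98775333) was at 96.1 ± 19.5 against 22.2 ± 2.95 CPM (SD, n = 2 each; log2 fold change 2.11, SE 0.17, edgeR adjusted p 0.000369), and Ddit4 (ENSMUSG00000020108, chromosome 10, 59949669 to 59951834) at 57.9 ± 15.2 against 14.9 ± 0.0283 CPM (SD, n = 2 each; log2 fold change 1.96, SE 0.19, edgeR adjusted p 0.000782). Dbp overlaps Sphk2 and Nr1d1 overlaps Thra on the other strand, so their counts are uncertain if counting ignored strand. Dbp was among the genes that led a cluster made mostly of deligated endothelial-like cells, which restates the contrast on the same counts and adds no support.

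The genes that were lower by the most in deligated endothelial-like cells were Camk1d (ENSMUSG00000039145, chromosome 2, 5293457 to 5714515, 414 kb of intron), at 1.04 ± 0.565 against 1208 ± 74.2 CPM (SD, n = 2 each; log2 fold change -10.12, SE 0.25, edgeR adjusted p 1.41e-05), Cmss1, and Il31ra. Cmss1 (ENSMUSG00000022748, chromosome 16, 57302000 to 57606864, 303 kb of intron) was at 15.2 ± 1.24 against 5577 ± 50.9 CPM (SD, n = 2 each; log2 fold change -8.52, SE 0.13, edgeR adjusted p 6.68e-06). It overlaps Filip1l on the other strand, so its count is uncertain. Il31ra (ENSMUSG00000050377, chromosome 13, 112519898 to 112594360) had 1 and 0 UMIs in the deligated against 1257 and 1444 in the homeostatic libraries, a ratio of 2907 with a 95% counting interval of 521 to 114874. Trend removal moved Camk1d the most of these, to -8.64 on the log2 scale.

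In NK/innate lymphoid-like cells the largest increases were in Tsc22d3 (ENSMUSG00000031431, chromosome X, 140539528 to 140600659), at 102 ± 4.11 against 23.8 ± 0.410 CPM (SD, n = 2 each; log2 fold change 2.10, SE 0.10, edgeR adjusted p 4.64e-07), Dusp1 (ENSMUSG00000024190, chromosome 17, 26505590 to 26562128), with a log2 fold change of 1.97 (SE 0.10, edgeR adjusted p 7.58e-07), and Ier5l (ENSMUSG00000089762, chromosome 2, 30471537 to 30474219), with 1.88 (SE 0.12, edgeR adjusted p 2e-06). Il31ra was at least 330-fold lower, with 0 UMIs in both deligated libraries, and Tex14 (ENSMUSG00000010342, chromosome 11, 87405065 to 87555823) and Cmss1 changed by -8.71 (SE 0.20, edgeR adjusted p 1.52e-08) and -7.41 (SE 0.10, edgeR adjusted p 5.8e-10). Dusp1 overlaps Ergic1 on the other strand, with the same reservation.

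T cell-like cells showed the largest increases in Dusp1 (log2 fold change 2.67, SE 0.25, edgeR adjusted p 0.0002), Cxcr4 (ENSMUSG00000045382, chromosome 1, 128588199 to 128592293; 2.20, SE 0.33, edgeR adjusted p 0.00138) and Dusp5 (ENSMUSG00000034765, chromosome 19, 53529109 to 53542431; 1.95, SE 0.18, edgeR adjusted p 9.83e-05). Il31ra was at least 131-fold lower, and Cmss1 and Tex14 changed by -7.56 (SE 0.14) and -7.22 (SE 0.36), with edgeR adjusted p values of 3.37e-09 and 2.57e-06. In mural-like cells Dbp rose from 7.15 ± 5.17 to 56.2 ± 3.10 CPM (SD, n = 2 each; log2 fold change 2.97, SE 0.39, edgeR adjusted p 3.5e-05), where the homeostatic value rests on 2 and 6 UMIs and the log2 fold change ran from 2.37 to 3.98 when each library was left out, and Il31ra was at least 110-fold lower.

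In fibroblast-like cells the question was whether matrix and growth factor genes differed after deligation. The largest increase in this class was in Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050), at 1418 and 589 CPM in the deligated and 44.5 ± 4.5 CPM (SD, n = 2) in the homeostatic libraries (log2 fold change 4.5, SE 0.70, edgeR adjusted p 0.0495). That call was lost with thinned sums (edgeR adjusted p 0.069) and with the intron-length trend removed (edgeR adjusted p 0.0727), and the range over the alternatives was 7.64e-12 to 0.0727. Il31ra had 1 UMI over both deligated libraries and was lower by a ratio of 1051 (95% counting interval 187 to 41643).

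The extracellular matrix and fibrosis list was higher in deligated fibroblast-like cells, with a median log2 fold change of 0.84 over 38 genes (camera, adjusted p 7.58e-11), 36 of them higher. Of these genes 23 passed the threshold over all genes tested, 21 higher, and 24 passed when adjusted over the list alone. The list did not pass with fry (adjusted p 0.0641) or with an estimated correlation (adjusted p 0.28), and the range over the alternatives was 2.25e-18 to 0.28. Removal of the intron-length trend moved the median most, to 1.17. Lox (ENSMUSG00000024529, chromosome 18, 52516067 to 52529867) was at 164 ± 34.1 against 28.4 ± 0.127 CPM (SD, n = 2 each; log2 fold change 2.53, SE 0.19, edgeR adjusted p 6.69e-07), and Bgn (ENSMUSG00000031375, chromosome X, 73483602 to 73495933) at 2874 ± 69.3 against 1248 ± 33.2 CPM (SD, n = 2 each; log2 fold change 1.20, SE 0.11, edgeR adjusted p 4.85e-06). Loxl1 (ENSMUSG00000032334, chromosome 9, 58287738 to 58313186) rose by 1.36 (SE 0.13, edgeR adjusted p 5.85e-06) and Thbs2 (ENSMUSG00000023885, chromosome 17, 14665500 to 14694235) by 1.27 (SE 0.14, edgeR adjusted p 1.87e-05). Acta2 (ENSMUSG00000035783, chromosome 19, 34241090 to 34255590) had 59 and 91 UMIs in the deligated against 2 and 1 in the homeostatic libraries, a ratio of 15.8 with a 95% counting interval of 5.32 to 77.7. In the deligated libraries Acta2 was at 13.4 and 14.1 CPM in fibroblast-like cells, 11.2 and 13.9 CPM in T cell-like cells and 7606 and 6690 CPM in mural-like cells. Spp1 and Loxl1 were among the genes that led a cluster of 339 and 721 deligated and 11 and 20 homeostatic fibroblast-like cells. That cluster separates the groups on the same counts, so its leading genes restate the contrast and add no support.

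**Figure D3:**
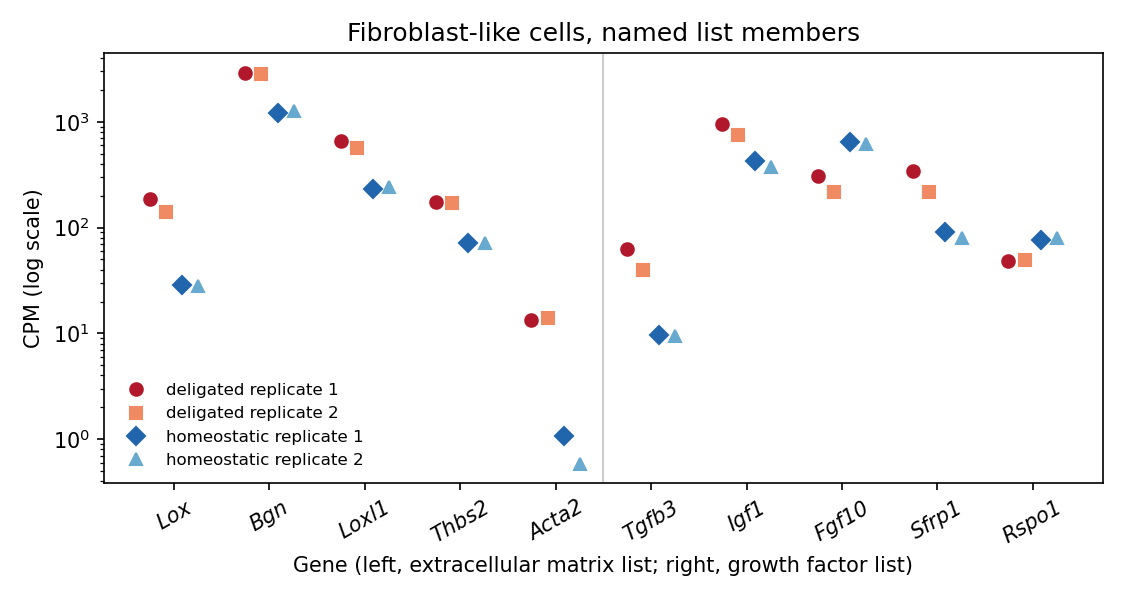
CPM on a log scale (vertical axis) of named members of the matrix list (left of the line) and the growth factor list (right) in fibroblast-like cells, 1 point per library. Lox lies at 188 and 140 CPM in the deligated libraries and at 28.4 and 28.3 CPM in the homeostatic libraries, and Fgf10 and Rspo1 lie lower in both deligated libraries.

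The list of fibroblast growth factors and niche signals did not move as a whole, with a median log2 fold change of 0.14 over 30 genes (camera, adjusted p 0.153) and values from -0.05 to 0.18 when each library was left out. Of its members 12 passed the threshold over all genes tested, 7 higher, and 13 passed when adjusted over the list alone. Tgfb3 (ENSMUSG00000021253, chromosome 12, 86056745 to 86079041) was at 51.2 ± 15.6 against 9.54 ± 0.168 CPM (SD, n = 2 each; log2 fold change 2.41, SE 0.29, edgeR adjusted p 6.23e-05). Igf1 (ENSMUSG00000020053, chromosome 10, 87858265 to 87937042) changed by 1.08 (SE 0.14, edgeR adjusted p 9.24e-05) and Sfrp1 (ENSMUSG00000031548, chromosome 8, 23411502 to 23449632) by 1.71 (SE 0.21, edgeR adjusted p 0.000289). Fgf10 (ENSMUSG00000021732, chromosome 13, 118669791 to 118792115, 118 kb of intron) was at 263 ± 64.8 against 627 ± 16.1 CPM (SD, n = 2 each; log2 fold change -1.25, SE 0.16, edgeR adjusted p 0.000109), a change that shrank to -0.58 with the intron-length trend removed. Rspo1 (ENSMUSG00000028871, chromosome 4, 124986430 to 125009099) changed by -0.68 (SE 0.15, edgeR adjusted p 0.00394). Tgfb3, Igf1, Fgf10 and Rspo1 each overlap 1 gene on the other strand.

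The list for endothelial activation and sprouting had a median log2 fold change of 0.38 over 25 genes in endothelial-like cells (camera, adjusted p 0.00556). It did not pass with fry (adjusted p 0.0641) or an estimated correlation (adjusted p 0.28), and its median was -0.003 under the stricter cell filter and 0.03 at Leiden resolution 2.0. Without the first deligated library the median was 0.21. The list's adjusted p ranged from 9.61e-05 to 0.413 over the alternatives. Over all genes tested 10 members passed the threshold, all 10 higher, and 10 passed when adjusted over the list alone. Aplnr (ENSMUSG00000044338, chromosome 2, 85136225 to 85139923) was at 222 ± 25.5 against 105 ± 1.84 CPM (SD, n = 2 each; log2 fold change 1.09, SE 0.10, edgeR adjusted p 0.000787). Unc5b (ENSMUSG00000020099, chromosome 10, 60762593 to 60831581) rose by 0.52 (SE 0.09, edgeR adjusted p 0.00604), Cd34 (ENSMUSG00000016494, chromosome 1, 194938819 to 194961279) by 0.47 (SE 0.08, edgeR adjusted p 0.00716), Cxcr4 by 1.14 (SE 0.22, edgeR adjusted p 0.01) and Col4a2 (ENSMUSG00000031503, chromosome 8, 11312805 to 11449287) by 0.60 (SE 0.13, edgeR adjusted p 0.0145). Cd34 and Col4a2 overlap genes on the other strand.

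Immediate early and dissociation genes were higher in deligated cells of the 5 tested classes, which come from the same 4 libraries. Median log2 fold changes were 0.66 in endothelial-like, 0.62 in NK/innate lymphoid-like, 0.99 in T cell-like, 0.71 in fibroblast-like and 0.99 in mural-like cells (camera, adjusted p from 5.73e-12 to 7.99e-07). With fry this call held in 4 classes and not in mural-like cells (adjusted p 0.152, range over the alternatives 4.57e-14 to 0.338), and with an estimated correlation it held in none. Salivary secretory products were lower in the same order of classes by medians of -5.57, -4.64, -5.67, -4.26 and -3.59 (camera, adjusted p from 7.23e-40 to 4.58e-11). These calls held with fry in all 5 classes and with an estimated correlation in none. In mural-like cells the second deligated library had 10.3 secretory UMIs per 10000 against 0.665 in the first, and without it the median was -6.30.

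The interferon response list passed the threshold in T cell-like cells (median log2 fold change 0.41, camera, adjusted p 0.0195), where the call was lost with fry, with an estimated correlation and with the intron-length trend removed. The median there was 0.07 without the second and 0.61 without the first deligated library. It did not pass in endothelial-like (0.07, adjusted p 0.466), NK/innate lymphoid-like (0.20, adjusted p 0.0579), fibroblast-like (-0.08, adjusted p 0.466) or mural-like cells (0.31, adjusted p 0.129; camera). A cluster of 778 endothelial-like cells led by Ifit3b, Ifit2 and Ifit1 held 5 and 12 deligated and 371 and 390 homeostatic cells, while Rsad2, of the same list, was among the genes leading a cluster with 1278 and 2366 deligated and 24 and 27 homeostatic endothelial-like cells. Differences between classes were not tested. By camera the cell cycle list did not pass in endothelial-like (-0.02, adjusted p 0.466), NK/innate lymphoid-like (0.09, adjusted p 0.466) or T cell-like cells (0.03, adjusted p 0.833). In fibroblast-like and mural-like cells under 3 of its genes passed the filter. Cells of the unnamed cluster led by cell cycle genes are in no class, so these tests leave them out.

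Over all retained cells of at least 1000 UMIs, the thinned share of cycling cells was 1.22% (95% interval 0.909 to 1.59) and 0.760% (0.578 to 0.981) in the deligated and 1.35% (1.11 to 1.62) and 1.27% (1.04 to 1.54) in the homeostatic libraries. The first deligated library lay within the intervals of the homeostatic libraries. Thinning left out 73 and 169 deligated and 2346 and 2547 homeostatic cells. Unthinned shares were 12.2% and 8.92% against 6.16% and 5.04%, the opposite order of groups. Within single classes the counts were small. In endothelial-like cells 6 and 10 deligated and 10 and 9 homeostatic cells were cycling, and no difference was detectable at this depth. The unnamed cluster led by cell cycle genes held 31 and 30 deligated and 86 and 97 homeostatic cells. These belong to no class, so the small counts per class follow in part from the clustering and cannot exclude a difference in cycling.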

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

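Of these alternatives, removal of the intron-length trend, the refit of genes with at most 2 kb of intron, the sum of the homeostatic libraries and the crossed pairing were chosen only after the results were seen. Unless a construction is named, the cause of a change was not tested.

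The stricter cell filter retained 80.8% and 81.3% of deligated and 61.9% and 60.1% of homeostatic barcodes, the looser filter 93.9%, 91.0%, 85.5% and 85.0%, and no doublet removal 95.7%, 96.2%, 91.1% and 90.9%, by construction of the filters.

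For shares of cells, 70 comparisons kept their direction and side of the threshold and 8 did not. The endothelial-like log2 ratio reversed to -0.0693 under the stricter cell filter, -0.44 with the denominator without epithelial-like, erythroid and unnamed cells, and -0.24 with TMM factors. A denominator that drops cells frequent in 1 group moves every other share by its own construction. It also lowered the NK/innate lymphoid-like ratio to 0.52. The Schwann-like ratio stayed positive but lost its call at 0.56 without doublet removal, 0.62 at Leiden resolution 0.5, 0.37 with the other denominator and 0.57 with TMM factors. Epithelial-like ratios stayed between -4.83 and -4.08, and T cell-like ratios between 2.25 and 3.12. The epithelial-like shares themselves depended on the clustering. At Leiden resolution 0.5 they were 0.418% of deligated and 6.89% of homeostatic cells, against 1.00% and 19.6% in the main setting. Unnamed homeostatic cells rose there from 23.6% to 39.3%.

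Counts of genes called stayed within 1.5 times the reported count in 60 comparisons. The DESeq2 Wald test called 1096 genes in T cell-like, 1897 in fibroblast-like and 494 in mural-like cells, and 3542 in endothelial-like and 3569 in NK/innate lymphoid-like cells. The higher share of the T cell-like calls was 13.5% with it against 26.1% in the main fit. Trend removal left 875, 2013 and 509 genes in T cell-like, fibroblast-like and mural-like cells, of which 656, 1542 and 361 were also called without it, 628, 1474 and 348 of them with the same sign. In endothelial-like cells 2873 of 2977 and in NK/innate lymphoid-like cells 2526 of 2734 shared calls had the same sign. Among genes with at most 2 kb of intron 114, 112, 39, 43 and 5 were called in endothelial-like, NK/innate lymphoid-like, T cell-like, fibroblast-like and mural-like cells, of 1632, 1371, 1060, 1195 and 1037 genes tested, against 413, 528, 189, 287 and 62 of the same genes in the main fit. Fits that left out a library have 1 sample in an arm and give no calls.

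The replicate numbers are not stated to mark a shared batch. The correlation of same-numbered deviations was -0.15 in endothelial-like, -0.05 in NK/innate lymphoid-like, -0.0952 in T cell-like, 0.11 in fibroblast-like and 0.01 in mural-like cells, so the numbers do not pair the samples. With the replicate number as a block 4175, 5328, 1866, 3535 and 1114 genes were called. With crossed pairing 4696, 5261, 2262, 3122 and 981 were called in the same order of classes, although only the endothelial-like correlation was under -0.1.

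Of the gene list comparisons 211 kept their direction and call. With fry and with an estimated correlation the medians of called lists are the same by construction, 0.84 for the matrix list, 0.38 for endothelial activation and 0.41 for interferon in T cell-like cells, and all 3 lost their call under both. The estimated correlation also removed the calls of immediate early genes (0.66, 0.62, 0.99, 0.71, 0.99) and secretory products (-5.57, -4.64, -5.67, -4.26, -3.59) in the 5 classes, and fry that of immediate early genes in mural-like cells. The endothelial activation median was -0.00304 under the stricter cell filter and 0.0324 at Leiden resolution 2.0. Under the stricter filter the immediate early median in mural-like cells fell to 0.11. Interferon in T cell-like cells was at 0.21 without a call after trend removal.

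Interferon in NK/innate lymphoid-like cells passed the threshold at 0.23 without a filter on low counts, 0.20 with the replicate block, 0.20 with the looser cell filter, 0.25 without doublet removal and 0.20 at Leiden resolution 0.5. In mural-like cells it passed at 0.30 with the replicate block, 0.38 with the looser filter and 0.31 without doublet removal. With the stricter filter, which left 69 and 48 homeostatic mural-like cells, it reversed to -0.12. In endothelial-like cells it reversed to -0.10 with the block and -0.0312 after trend removal, without a call. The uncalled cell cycle list changed sign in endothelial-like cells to 0.0271 with thinned sums and 0.0233 with the stricter filter, and in NK/innate lymphoid-like cells to -0.26 without doublet removal and -0.77 at Leiden resolution 0.5. In T cell-like cells it changed sign to -0.44 with thinned sums, -0.0422 with the block, -0.0745 after trend removal, -0.34 with the looser filter and -0.0833 without doublet removal.

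Across the 4 fits that each left out one replicate, list medians ranged as follows. In endothelial-like cells they ran from 0.21 to 0.41 for activation, -0.33 to 0.20 for interferon, -0.29 to 0.0239 for cell cycle, 0.62 to 0.79 for immediate early genes and -5.98 to -5.01 for secretory products. In NK/innate lymphoid-like cells they ran from 0.13 to 0.28 for interferon, -0.0860 to 0.23 for cell cycle, 0.62 to 0.66 for immediate early genes and -5.16 to -4.57 for secretory products. In T cell-like cells they ran from 0.0750 to 0.61 for interferon, -0.69 to 0.41 for cell cycle, 1.02 to 1.10 for immediate early genes and -6.12 to -5.25 for secretory products. In fibroblast-like cells they ran from 0.74 to 0.98 for the matrix list, -0.0507 to 0.18 for growth factors, -0.40 to 0.18 for interferon, 0.54 to 0.81 for immediate early genes and -4.74 to -3.94 for secretory products. In mural-like cells they ran from -0.11 to 0.92 for interferon, 0.69 to 1.23 for immediate early genes and -6.30 to -2.71 for secretory products.

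The deligated minus homeostatic difference in cycling cells, in percentage points, has no test and rests on few cells. In the main setting this difference leaves out the unnamed cluster led by cell cycle genes. In endothelial-like cells it was 0.341 when thinned to 2000 UMIs, 4.96 unthinned, 0.402 with the looser filter, 0.0848 without doublet removal, 0.194 at Leiden resolution 0.5 and -0.0514 at 2.0. In NK/innate lymphoid-like cells it was -2.44 unthinned, -0.523 with the stricter and 0.121 with the looser filter, and -1.07 at Leiden resolution 0.5. In T cell-like cells it was 1.33 when thinned to 2000 UMIs, -3.01 with the looser filter, 0.110 without doublet removal and 0.249 at Leiden resolution 2.0. In fibroblast-like cells it was 5.57 unthinned and 0.599 with the stricter filter. In mural-like cells it was 0 with at least 3 UMIs, -0.477 when thinned to 2000, 1.96 unthinned, 0.204 with the stricter and 0.105 with the looser filter, -0.187 without doublet removal, -0.227 at Leiden resolution 0.5 and -0.455 at 2.0.

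Among named genes, Spp1 lost its call with thinned sums and after trend removal, at 4.58 and 4.24. The class checks changed sign without a large effect: Pdgfra was at 0.0474 without doublet removal and 0.0623 after trend removal, and Pecam1 at 0.29 after trend removal. Simulated changes were recovered least often in T cell-like and mural-like cells, so their counts of calls are the most limited, and depth and replicate spread were not tested apart as reasons.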

Other observations

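The tests of intronic reads, of the intron trend in the immediate early and matrix lists, of handling, of library similarity, of epithelial shares, of Acta2, of Il31ra and Cmss1, and of venous-like cells were chosen only after the result was seen. The tests of secretory free RNA, of 1 library behind the immediate early genes, of free matrix RNA, of collection time and of glucocorticoid exposure were set before theirs.

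Genes with much intron were lower in deligated cells of every tested class. A candidate explanation is that intronic reads were counted in the homeostatic libraries only, where the header names a later Cell Ranger version. The median over the 5 classes of Spearman's rho between log2 fold change and intron length, across genes, was -0.597, against -0.16 to 0.29 between libraries of 1 group. These values restate the pattern, and the explanation cannot be told apart from a true difference in unspliced or nuclear RNA after deligation, because software version follows group and no intron setting is recorded in the headers.

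The genes with the largest decreases may belong to the same pattern. Il31ra and Cmss1 were near 0 in deligated cells and present in homeostatic cells of every class examined. Over the 5 tested classes the highest class mean CPM in the homeostatic libraries was 1.86 times the lowest for Il31ra and 1.64 times the lowest for Cmss1. Both genes were also at 50.0 and 3272 CPM in epithelial-like and 37.9 and 2980 CPM in macrophage-like cells, and with these 2 classes the ratios were 2.50 and 1.89. A like level in unrelated cell types is consistent with reads counted at these genes in the homeostatic libraries only. Their decrease should not be read as a change in cytokine receptor expression without the alignments. Free RNA could also give a like level, and this was not tested apart.

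Secretory products were lower in deligated cells of every tested class. Free RNA of secretory cells in the droplets of the homeostatic libraries is a likely source. Homeostatic means per cell of the secretory UMIs differed by a ratio of 1.11 between the highest and lowest class when averaged over the 2 libraries, and by 1.66 in the first and 1.42 in the second library alone. The lowest Spearman's rho, across the genes of the list, between a class and all barcodes of its library was 0.908. The levels were 38.0 and 36.4 UMIs per cell in homeostatic endothelial-like cells against 0.835 and 1.30 in deligated ones. Whether less secretory RNA was made in deligated glands, or fewer secretory cells remained to release it, was not tested.

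Epithelial-like cells were rarer in the deligated libraries. Shallow barcodes called as cells in the homeostatic libraries do not account for it, since the log2 ratio was -4.65 under the stricter cell filter. A bead depletion that removed more epithelial cells from deligated glands cannot be told apart from a loss of epithelium in the gland, because no cells from before the depletion were analysed here and the log2 ratio of -4.27 is predicted by both. The shares of all other classes carry this difference through their denominator.

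Immediate early and dissociation genes were higher in deligated cells of every tested class. The intron-length trend is not the whole cause, since the lowest of the 5 class medians was still 0.25 with the trend removed and each class kept its call. It did not rest on 1 deligated library, since in 5 of 5 classes both deligated libraries lay above both homeostatic libraries in UMIs of the list per 10000. Dissociation or handling that differed between groups might raise the list in every class, as might a response to deligation, and the medians of up to 0.99 cannot be told apart between these because the labels do not record when or how each group was dissociated apart from a shared protocol.

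The extracellular matrix list was higher in deligated fibroblast-like cells. The intron-length trend did not account for the increase, since its removal raised the median to 1.17. Free RNA shared by all classes is unlikely to be the whole cause, since the lowest deligated fibroblast-like level of the list was 154 times the highest level in deligated NK/innate lymphoid-like cells. The list's median rose in every tested class, by 0.75 in endothelial-like, 2.56 in NK/innate lymphoid-like, 1.83 in T cell-like and 0.81 in mural-like cells on the log2 scale against 0.84 in fibroblast-like cells, so only the level speaks against free RNA. The list was at 1.21 to 2.68 UMIs per 10000 in NK/innate lymphoid-like and T cell-like cells of the deligated and 0.436 to 0.802 in those of the homeostatic libraries, a level at which free RNA could make up the rise. In mural-like cells its UMIs per 10000 did not rise, at 208.5 and 200.2 against 213.7 and 194.8. For Acta2 alone free RNA of mural-like cells cannot be told apart from expression in fibroblast-like cells. Its CPM there was at most 1.20 times that in T cell-like cells of the same deligated library, between the ratios of 1 and 3 set for the test. Deligated fibroblast-like cells were deeper, with medians of 13110 and 9202 UMIs against 5139.5 and 4973 in T cell-like cells. The ratio of CPM is therefore lower than a ratio of UMIs per cell, which was not computed. Age, handling and a fibrotic response remain open and were not tested apart.

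Dbp and Nr1d1, genes that follow the circadian clock, were higher in deligated endothelial-like cells. Glands collected at different times of day are a candidate explanation. Evening clock genes (7 genes without Dbp and Nr1d1) and morning clock genes (5 genes) were listed from general knowledge of the clock, and the prediction was that the first would rise and the second fall in at least 4 of the 5 classes, with and without the intron trend removed. This held in 5 of 5 classes, which come from the same 4 libraries, but in T cell-like cells it decides little: no evening or morning gene passed the threshold there, 3 evening genes were higher and 2 lower, and the morning median was -0.09 with the trend removed. Only 1 of 6 tested evening genes passed in NK/innate lymphoid-like cells. Evening medians of log2 fold change were 1.07 in endothelial-like, 0.41 in NK/innate lymphoid-like, 0.14 in T cell-like, 1.13 in fibroblast-like and 1.31 in mural-like cells, and morning medians were -0.48, -1.0, -0.57, -1.26 and -1.08. Arntl fell by 1.02 in endothelial-like and 1.56 in NK/innate lymphoid-like cells. Per1 went the other way from the evening genes, at -0.81 in endothelial-like cells. Collection times are not in the labels, and a shift of the clock by surgery or age would give the same values, so both remain open.

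Dusp1 and Tsc22d3, which respond to glucocorticoids, were higher in deligated NK/innate lymphoid-like cells. A difference in glucocorticoid exposure of the animals could not be settled by a list of 7 other induced genes. The lowest median over NK/innate lymphoid-like and T cell-like cells and both settings was 0.19, short of the 0.5 that was set as the prediction and above 0. Of the 4 members past the threshold in NK/innate lymphoid-like cells Fkbp5, Zbtb16 and Per1 fell by 1.08, 1.85 and 1.05, and only Ddit4 rose, by 0.69.

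The increase of the endothelial activation list cannot be told apart from a change in the make-up of the class. A cluster of 541 cells led by Selp and Vwf, both members of the list, held 9.05% and 4.73% of deligated against 3.26% and 3.03% of homeostatic endothelial-like cells. Without it the median log2 difference of the list, from unscaled CPM, was 0.0346 against 0.24 with it. The cluster is led by members of the list, so activated cells that sorted into it would give the same fall as more venous-like cells, and both remain open. At Leiden resolution 2.0, where the list lost its call, 172 of 173 and 147 of 152 deligated cells that left the class came from this cluster. Of the homeostatic cells that left, 19 of 29 and 20 of 35 came from it. The cluster held 172 and 147 deligated and 115 and 107 homeostatic cells, so its removal fell mostly on the deligated group. The median of 0.03 at that resolution compares deligated cells without this cluster with homeostatic cells that kept most of it. The cluster's share of the class was most raised in 1 deligated library, and its own median rose by 0.39.

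The homeostatic libraries were closer to each other than the deligated libraries in 4 of the 5 tested classes, by SD of log2 ratios such as 0.11 against 0.27 in endothelial-like cells, and not in mural-like cells, at 0.45 against 0.38. This SD includes counting error. Mural-like sums held 568053 and 574750 UMIs in the homeostatic against 2270899 and 2488684 in the deligated libraries, so the mural-like SDs cannot order the 2 pairs. The chi-square per gene grows with depth, so it is compared with shuffles and not between groups. Chi-square per gene between libraries was 8.92 for the deligated pair in mural-like cells (highest shuffle 2.845). In endothelial-like cells it was 42.1 for the deligated pair, above each of 20 shuffles of cells (highest 1.71), so fewer cells or UMIs do not account for the deligated spread. For the homeostatic pair it was 4.71 in endothelial-like cells (highest shuffle 3.02), and it exceeded every shuffle in 3 of 5 classes but not in fibroblast-like (2.21, highest shuffle 2.28) or mural-like cells (1.66, highest shuffle 1.82). Whether 1 cell suspension was loaded as both libraries cannot be told apart from 2 similar animals, because the classes disagree and shuffles of cells leave out differences between loadings. If it was, the homeostatic SD would cover loading and sequencing only, and adjusted p values in all classes would be too small. With the homeostatic libraries summed as 1, Il31ra remained lower in NK/innate lymphoid-like cells at a fitted -12.12, a value that depends on the prior count.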
